A study of Mus musculus with 4 samples. Its data were reported in "A Dietary Oxysterol, 7-Ketocholesterol, Exacerbates Imiquimod-Induced Psoriasis-like Dermatitis in Steatohepatitic Mice" (2022).

How the data were processed

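Gene expression was measured by RNA sequencing of liver from C57BL/6 mice. All mice were fed a diet rich in fat and cholesterol with bile salt (NASH diet), which induces steatohepatitis, for 3 weeks. The diet of the 7KC group also held 7-ketocholesterol (7KC), an oxidized derivative of cholesterol, and that of the control group did not. Each group had 2 libraries, 1 per sample, and the groups were taken from the sample labels.

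The authors prepared stranded libraries from messenger RNA, sequenced them as single-end reads on an Illumina HiSeq, mapped the reads to the mouse genome mm10 with TopHat and Bowtie2, and calculated FPKM with Cufflinks. FPKM, the fragments mapped to a gene relative to the length of its exon model and to all mapped fragments of the library, was deposited by the authors as 1 value per gene symbol and library. The gene annotation and the Cufflinks settings for multi-mapped reads, strand and bias were not stated, so genes that share sequence with a close relative can have exchanged reads. FPKM is relative to all mapped reads of its library, so a change in a few abundant genes moves every other gene. FPKM values are not counts, and no count model was used for any test. Each library listed 24346 symbols, each of them once.

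The depth of each library was recovered from the steps of the low values. Of 985 genes with low values, 73.4% stood between libraries in whole multiples of what 1 read is worth, within a tolerance of 0.03, against a median of 0% for 100 draws of wrong depths. With transcript lengths from GENCODE release M21, which is on the same genome build, and a fragment length of 200 bases taken off each transcript, 344 genes gave a median of 17100000 mapped reads for control replicate 1, and 63.4% of them lay within 3% of it. Among short, middle and long transcripts, 3 groups of equal size, the estimate was 17000000, 17200000 and 17000000. Over single-transcript genes, 72.9% of 6257 values of up to 10 reads then came out within 0.1 of a whole read, against 20% by chance. These reads were used only to describe depth. At the median length of single-transcript genes, 0.5 FPKM corresponded to 11.3 reads in the shallowest library, 7KC replicate 1. For that number of reads counting alone gives a coefficient of variation of 29.7%. An exact 0 in these values can be a failed estimate: the ribosomal protein gene Rpl26 was at 0 FPKM in control replicate 1 and at 13.5 FPKM in 7KC replicate 2. Of 77 ribosomal protein genes, 4 were listed at 0 in at least 1 library. Besides Rpl26 these were Rpl10l, Rpl39l and Rpl3l, at no more than 0.243 FPKM in any library, so their 0 is no sign of failure. Genes at 0 are described only as listed at 0.

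Values were compared as log2(FPKM + 0.5), and log2 changes are on this scale, which understates the change of low genes. The 12299 genes with a mean of at least 0.5 FPKM over the 4 libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a prior variance that follows mean expression), with the group as the only term. The residuals had 2 degrees of freedom and the prior 3.27. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 was the threshold. A second description needed no variance estimate: it counted the genes whose group means differed at least 2-fold and whose libraries did not overlap between groups. A single gene cannot pass an exact permutation test here, because 2 libraries against 2 make only 3 splits and the smallest 2-sided p is 0.333. Tests across genes therefore rest on the variance shared between genes.

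Gene lists were tested with camera in the same fit, with its preset inter-gene correlation of 0.01, and adjusted over the 23 lists with at least 3 tested genes. They were the union of the genes in the heatmaps of the study (40 genes), 4 pathway lists (chemokine family, TNF signaling, JAK-STAT signaling and Th17 differentiation) and 19 extra lists. Both the pathway lists and the extra lists were written from general knowledge and not taken from the pathway analysis of the study. The extra lists covered sterol synthesis, LXR targets (genes switched on by the liver X receptor), bile acid synthesis, fibrosis, proliferation, interferon-stimulated genes, acute phase proteins, circadian genes, and markers of resident Kupffer cells, monocytes and recruited macrophages, T and NK cells, B cells, neutrophils, endothelial cells, stellate cells, cholangiocytes, hepatocytes, erythroid cells and exocrine pancreas. The exocrine pancreas list had 1 tested gene and was not tested. Of the 505 genes named in the lists, 3 were not matched to a listed symbol. The heatmap genes were chosen by the study on these libraries, so their result is not independent evidence. The lists, the tests and the alternatives were fixed before the data were examined, apart from the alternatives named in the closing section as added later.

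Genes named in the text were the 5 largest rises and the 5 largest falls among genes past the threshold whose libraries did not overlap between groups, filled by the smallest p where fewer than 5 passed, then Tnf, Tgfb1, Il1b, Il6 and Abcg1, and within a list at most the 4 members with the smallest p. Other genes that are named were chosen after their values were seen, and this is said where they appear. Single values of a few list members are not reported here. Coordinates are on mm10, from GENCODE release M21.

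The fit was tested on simulated data with the means of the real genes and 2 libraries per group. The spread of each gene was drawn at random around the median within-group SD of the real genes (0.144 on the log2 scale). It thus followed neither the gene's own spread nor its expression. Counting noise was added to it, and at most 200 genes were changed, so the rates below need not hold for the real genes. With 198 genes changed 2-fold among 12327, none was called. With 200 genes changed 4-fold among 12354, 91.5% were called together with 10 unchanged genes, and with 200 changed 8-fold among 12327, 98% were called together with 9 unchanged genes. With none changed, 1 of 12320 genes was called. Of 100 simulated lists of 30 independent genes raised 2-fold, 100 were called, and of 100 unchanged lists 0.

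Alternatives were another pseudocount (0.1 or 1 FPKM), another filter (none, or a mean of at least 1 or 5 FPKM), rescaling of each library to the same sum (TPM) or by the median ratio, quantile normalization, the replicate number as a block, a prior variance without trend, an unmoderated linear model, camera with an estimated correlation, fry, and leaving out each library in turn. Each setting without a library left 1 library in a group, so it gave values and no test. Keeping the largest row per gene symbol was not run, since no symbol was repeated.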

Results

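RNA sequencing was performed on liver from C57BL/6 mice fed the NASH diet for 3 weeks without 7KC (control group, n = 2) or with it (7KC group, n = 2). The estimated depth was 17100000 and 13800000 mapped reads in control replicates 1 and 2, and 13700000 and 13800000 in 7KC replicates 1 and 2. Of the 24346 genes listed, 11024 and 10967 had at least 1 FPKM in the control libraries, and 11241 and 11415 in the 7KC libraries. The 10 most abundant genes took 23% and 22.3% of the summed FPKM in the control libraries and 19.8% and 17.9% in the 7KC libraries. Across genes, which are not independent replicates, the correlation of log2(FPKM + 0.5) was 0.980 between the control libraries and 0.983 between the 7KC libraries. It was between 0.958 and 0.979 for the pairs across groups, so control replicate 1 was almost as close to 7KC replicate 1 as to its own replicate. All libraries had the Y-linked gene Ddx3y at 12.3 to 14 FPKM.

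The first comparison asked which liver genes differed when 7KC was added to the NASH diet. Of 12299 genes tested with limma, 59 were higher and 3 were lower in the 7KC group at an adjusted p under 0.05, and 2192 had an unadjusted p under 0.05 (1477 higher, 715 lower). The rises past the threshold ranged from 0.97 to 3.10 on the log2 scale, and all 62 genes had libraries that did not overlap between groups. This count moved widely with the processing: it was 402 higher and 7 lower when each library was rescaled to the same sum, and 0 higher and 1 lower without a filter on low values. The median log2 change of all tested genes was -0.03. Independently of any variance estimate, 502 genes were at least 2-fold higher without overlap of the libraries and 26 were at least 2-fold lower. For a single gene, chance gives no overlap in a given direction in 16.7% of cases, and in either direction in 33.3%. Of the tested genes, 52.5% showed no overlap in one direction or the other. Genes are not independent of each other, so with 4 libraries this share can exceed 33.3% by chance, and it is no test. Without the fold criterion the genes without overlap numbered 3085 higher and 3366 lower. On the deposited scale the excess of higher genes thus held for the larger changes and not for all of them. This balance can shift with the scaling of the libraries and was not counted under another one. Leaving out a single library moved the counts of genes changed at least 2-fold: 754 were higher without 7KC replicate 1. Lower genes numbered 100 and 57 without control replicates 1 and 2, and 80 and 40 without 7KC replicates 1 and 2. A group of 1 library avoids overlap more easily by chance, so these counts are not directly comparable with 502 and 26.

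**Figure D1:**
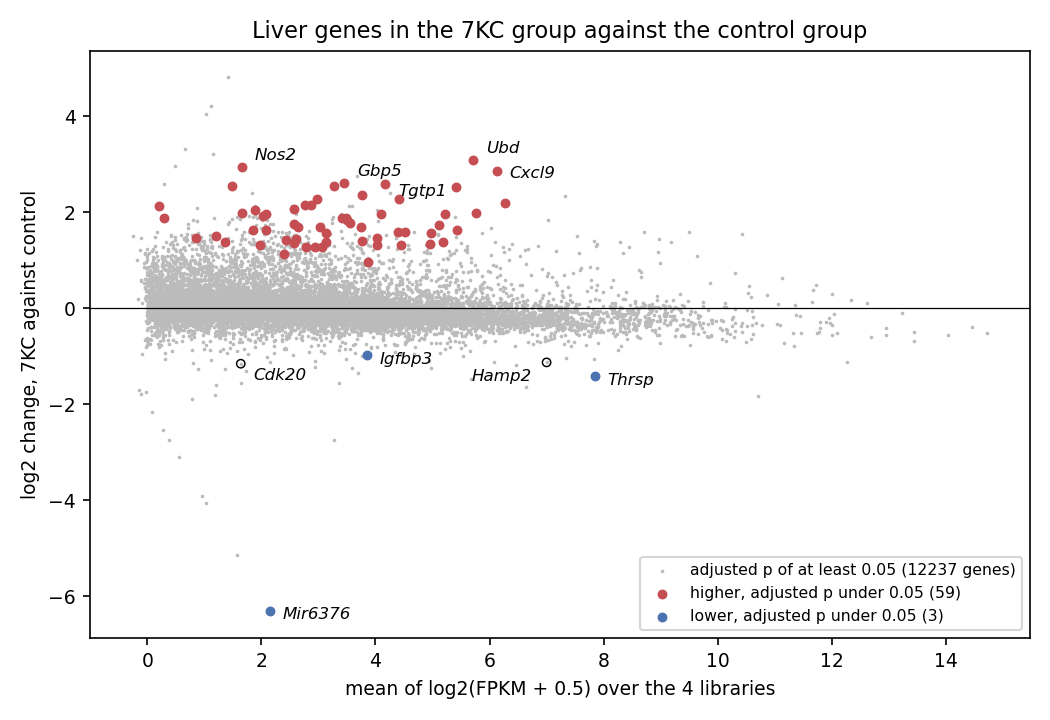
Each point is 1 of the 12299 tested genes; the horizontal axis is the mean of log2(FPKM + 0.5) over the 4 libraries and the vertical axis the log2 change of the 7KC group against the control group. The 59 genes past the threshold on the upper side are red, the 3 on the lower side are blue, and open circles are named genes that did not pass.

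The 5 largest rises were in Ubd, Nos2, Cxcl9, Gbp5 and Tgtp1. Ubd (chromosome 17, 37193892 to 37196095, plus strand) encodes a ubiquitin-like protein and rose from 17.6 ± 3.23 FPKM (SD, n = 2) to 154 ± 14.3 FPKM (SD, n = 2), a log2 change of 3.10 (SE 0.16, limma adjusted p 0.0244). Nos2 (chromosome 11, 78920787 to 78960254, plus strand), the inducible nitric oxide synthase, rose from 0.646 ± 0.214 to 8.47 ± 2.58 FPKM, a log2 change of 2.95 (SE 0.26, adjusted p 0.0275). The chemokine gene Cxcl9 (chromosome 5, 92321347 to 92328079, minus strand) rose from 25.7 ± 4.70 to 190 ± 43.8 FPKM, a log2 change of 2.85 (SE 0.21, adjusted p 0.0244). Gbp5 (chromosome 3, 142493980 to 142522340, plus strand), a guanylate-binding protein, had a log2 change of 2.62 (SE 0.21, adjusted p 0.0255). Tgtp1 (chromosome 11, 48985327 to 48994172, minus strand), which encodes a GTPase, had a log2 change of 2.59 (SE 0.23, adjusted p 0.028). Of the 62 genes past the threshold, 9 were Gbp genes and 2 were Tgtp1 and its near-identical neighbour Tgtp2. All 11 tested Gbp genes were higher in the 7KC group, also under each of the scalings tried, but these families share sequence and the values of single members are uncertain.

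Falls past the threshold were in Mir6376, Thrsp and Igfbp3. Mir6376 (chromosome 6, 88104128 to 88104258, minus strand) was listed at 35.1 and 43.5 FPKM in the control libraries and at 0 in both 7KC libraries. It has 131 bases, shorter than a fragment of these libraries, so its FPKM can stand for very few reads and no fold is given. Thrsp (chromosome 7, 97412938 to 97417730, minus strand), a gene of hepatic lipid synthesis, fell from 376 ± 10.4 FPKM (SD, n = 2) to 141 ± 17.5 FPKM (SD, n = 2), a log2 change of -1.41 (SE 0.14, limma adjusted p 0.0336). Igfbp3 (chromosome 11, 7206086 to 7213923, minus strand), an insulin-like growth factor binding protein, fell from 19.7 ± 0.194 to 9.77 ± 0.439 FPKM, a log2 change of -0.97 (SE 0.11, adjusted p 0.0455). The next by p-value were Cdk20 (chromosome 13, 64432314 to 64441773) with a log2 change of -1.15 (SE 0.14, adjusted p 0.0512) and Hamp2 (chromosome 7, 30922372 to 30924681), a hepcidin gene with a close relative, with -1.12 (SE 0.15, adjusted p 0.0534). Neither passed the threshold, but Cdk20 passed with a pseudocount of 1 (adjusted p 0.0496) and when libraries were rescaled by the median ratio (0.0483) or to the same sum (0.0449), and both passed without genes shorter than 300 bases, a setting chosen after seeing the data (0.0427 and 0.0451). Over the alternatives the adjusted p ranged from 0.0427 to 0.395 for Cdk20 and from 0.0451 to 0.445 for Hamp2.

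The inflammatory genes measured by quantitative PCR in the study, and the sterol transporter gene Abcg1, were then examined one by one. Tnf (chromosome 17, 35199381 to 35202007, minus strand) was at 1.48 ± 0.924 FPKM in the control group and at 4.92 ± 1.16 FPKM in the 7KC group (SD, n = 2 each), and the ratio of the means was 3.32. Its log2 change was 1.52 (SE 0.36, limma adjusted p 0.127). Tgfb1 (chromosome 7, 25687002 to 25705077, plus strand) was at 9.66 ± 1.89 and 19.7 ± 5.25 FPKM, a log2 change of 0.98 (SE 0.23, adjusted p 0.124). Il1b (chromosome 2, 129364570 to 129371140, minus strand) was at 5.54 ± 1.44 and 11.7 ± 2.97 FPKM, a log2 change of 1.01 (SE 0.24, adjusted p 0.13). Abcg1 (chromosome 17, 31057675 to 31117988, plus strand) was at 4.91 ± 0.0332 and 8.41 ± 1.96 FPKM, a log2 change of 0.70 (SE 0.18, adjusted p 0.142). In each of these 4 genes both 7KC libraries lay above both control libraries, but none passed the threshold over all genes. Adjusted over the list alone, limma gave 0.00994 for each of the 4. This is not independent evidence: the study reported Abcg1 as higher from these libraries, and Tnf, Tgfb1 and Il1b are among its heatmap genes. Rescaling to the same sum brought the 4 genes closest to the threshold, with adjusted p-values of 0.0661 for Tnf and 0.096 for Abcg1. Over the alternatives the adjusted p of Tnf ranged from 0.0661 to 0.481. Il6 (chromosome 5, 30013114 to 30019981, plus strand) was below the filter, at 0.199 and 0.0823 FPKM in the control libraries and 0.083 and 0.0824 FPKM in the 7KC libraries. These values correspond to about 3 reads in control replicate 1 and 1 read in each of the others, and a difference was not detectable at this depth.

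**Figure D2:**
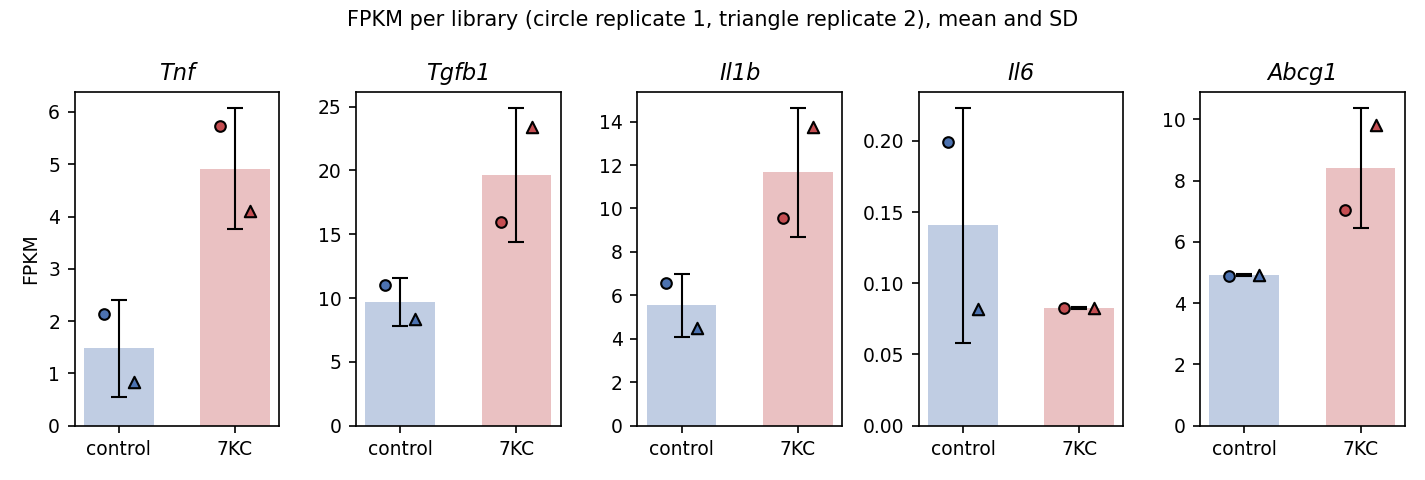
FPKM of Tnf, Tgfb1, Il1b, Il6 and Abcg1 in the control and 7KC groups, with the library values as symbols, the group mean as a bar and the SD as an error bar (n = 2). Tnf went from a mean of 1.48 to 4.92 FPKM and Abcg1 from 4.91 to 8.41 FPKM, while Il6 rested on 1 to 3 reads per library.

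Next, the genes of the study's heatmaps were tested as a list. Of 40 genes, 36 were tested, and in all 36 both 7KC libraries lay above both control libraries. The median log2 change was 1.35 (camera adjusted p 2.74e-26). With limma, 4 of the 36 passed over all genes and 35 passed adjusted over the list alone, which is not independent evidence because the study chose the genes on these libraries. Among the members with the smallest p were H2-DMa with a log2 change of 1.73 (SE 0.12, limma adjusted p 0.0244), H2-DMb1 with 1.38 (SE 0.10, adjusted p 0.0244) and Nfkbie with 1.37 (SE 0.13, adjusted p 0.0313).

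The pathway lists, written from general knowledge, asked whether genes of the 4 pathways named by the study shifted as a whole. The chemokine family list (37 genes tested) had a median log2 change of 0.69 (camera adjusted p 1.91e-09), with 31 genes higher and 6 lower. Its members that passed adjusted over the list alone numbered 15, and 1, Cxcl9, passed over all genes. The Th17 differentiation list (73 genes) had a median of 0.47 (adjusted p 3.99e-11), with 55 genes higher, 34 passing adjusted over the list alone and 6 over all genes. The JAK-STAT signaling list (66 genes) had a median of 0.25 (adjusted p 8.17e-07), with 46 genes higher, 23 passing adjusted over the list alone and 2 over all genes. The TNF signaling list (90 genes) had a median of 0.21 (adjusted p 1.19e-06), with 61 genes higher, 20 passing adjusted over the list alone and 2 over all genes. In TNF signaling these 2 were Icam1 and Ptgs2. The lists share members with the heatmaps, and without the heatmap genes the medians were 0.57, 0.15, 0.14 and 0.14 for the chemokine, Th17, JAK-STAT and TNF lists, with camera adjusted p-values of 1.1e-06, 0.00085, 0.00126 and 0.000339. Leaving out the heatmap genes was decided after the data were seen. These camera results rest on the preset correlation of 0.01 between genes. With an estimated correlation no list passed, and with fry, which takes the correlation from the residuals, JAK-STAT signaling passed (adjusted p 0.011) and the other lists did not. Over its alternatives the adjusted p of JAK-STAT signaling ranged from 7.45e-08 to 0.386.

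Of the 18 extra lists tested, 5 were higher and 4 were lower in the 7KC group at a camera adjusted p under 0.05. The higher lists were monocytes and recruited macrophages (median log2 change 1.38, 10 genes, adjusted p 8.17e-07), T and NK cells (1.2, 15 genes, 3.99e-11), proliferation (1.08, 19 genes, 8.54e-12), interferon-stimulated genes (1.06, 18 genes, 1.29e-13) and fibrosis (0.45, 20 genes, 0.0208). On the deposited scale all tested members of the first 4 of these lists had a rise. Both 7KC libraries lay above both control libraries in 7 of 10, 15 of 15, 17 of 19 and 16 of 18 genes, respectively. Adjusted over the list alone, 7, 15, 16 and 15 genes passed, and over all genes 0, 1, 0 and 4. The interferon-stimulated members with the smallest p were Ifit2, Zbp1, Oasl2 and Oasl1, with log2 changes of 1.92, 2.27, 1.44 and 1.42. In fibrosis both 7KC libraries lay above both control libraries in 7 of 20 genes and below them in 4. Adjusted over the list alone 3 genes passed: Vim and Tgfb1, with log2 changes of 1.23 and 0.98, and Tagln, with -0.74. The fibrosis median rested on single libraries: it was 0.11 without 7KC replicate 2, 0.26 without control replicate 2 and 0.75 without 7KC replicate 1. Fibrosis did not pass when libraries were rescaled to the same sum (camera adjusted p 0.139, over the alternatives 0.00918 to 0.635).

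The lower lists were hepatocytes (median log2 change -0.51, 14 genes, all lower on the deposited scale, camera adjusted p 0.000592), bile acid synthesis (-0.31, 10 genes, 0.0397), circadian genes (-0.30, 13 genes, 0.00785) and sterol synthesis (-0.21, 23 genes, 0.0156). No member of these lists passed over all genes or adjusted over the list alone. Other processing also changed these calls. Under quantile normalization the hepatocyte list had a median of -0.17 and did not pass (camera adjusted p 0.209, over the alternatives 7.87e-07 to 0.55), nor did bile acid synthesis (0.441, over the alternatives 0.01 to 0.57). With a mean of at least 5 FPKM bile acid synthesis, circadian genes and sterol synthesis had adjusted p-values of 0.153, 0.0578 and 0.0508. Over the alternatives the circadian list ranged from 0.000585 to 0.57 and sterol synthesis from 0.00171 to 0.635. With a mean of at least 1 FPKM bile acid synthesis was at 0.0519. Single libraries moved each list. The hepatocyte list was at -0.28 without control replicate 1 and -0.27 without 7KC replicate 2, and bile acid synthesis at -0.50 without control replicate 1, -0.06 without control replicate 2 and -0.20 without 7KC replicate 2. The circadian list was at -0.10 and -0.46 without control replicates 1 and 2, and sterol synthesis at -0.03 and -0.34 without control replicates 1 and 2 and -0.09 without 7KC replicate 2.

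The remaining lists did not pass with the settings chosen in advance. Erythroid genes had a median log2 change of -0.53 (4 genes, camera adjusted p 0.0779), and it was -0.12 without control replicate 1 and -1.01 without control replicate 2. LXR targets were at -0.16 (12 genes, 0.142), -0.30 without control replicate 1 and -0.09 without control replicate 2. When libraries were rescaled to the same sum, which moved the median of all genes to 0.17, LXR targets were at 0.04 and passed as lower than the other genes (camera adjusted p 0.0221, over the alternatives 0.0221 to 0.629), as did erythroid genes (0.00564, over the alternatives 0.00564 to 0.55). Within this list Abcg1 was higher while Abcg5, Srebf1 and Abcg8 had log2 changes of -0.74, -0.69 and -0.67 (limma adjusted p 0.101, 0.137 and 0.175). These 4 passed when adjusted over the 12 genes of the list alone, and none passed over all genes. Stellate cells were at -0.20 (8 genes, 0.164). Resident Kupffer cells were at 0.34 (8 genes, 0.187), and at 0.04 and 0.62 without 7KC replicates 2 and 1, and passed as higher with a mean of at least 5 FPKM (0.0237, over the alternatives 0.0237 to 0.712). Acute phase genes were at 0.17 (13 genes, 0.484), and at 0.07 and 0.31 without 7KC replicates 2 and 1, and passed as higher under quantile normalization (0.0151, over the alternatives 0.0151 to 0.887). Neutrophils were at 0.39 (4 genes, 0.485), with 0.60, 0.09 and 0.03 without control replicate 1, control replicate 2 and 7KC replicate 2. B cells (0.32, 7 genes, 0.289), cholangiocytes (0.26, 5 genes, 0.484) and endothelial cells (-0.04, 10 genes, 0.772) changed direction when a library was left out. B cells were at 0.91 and -0.26 without control replicates 1 and 2 and at 0.21 without 7KC replicate 2, and cholangiocytes at 0.12 without control replicate 1, 0.57 without 7KC replicate 1 and -0.10 without 7KC replicate 2. Endothelial cells were at -0.21 and 0.13 without control replicates 1 and 2, and at 0.24 and -0.29 without 7KC replicates 1 and 2.

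**Figure D3:**
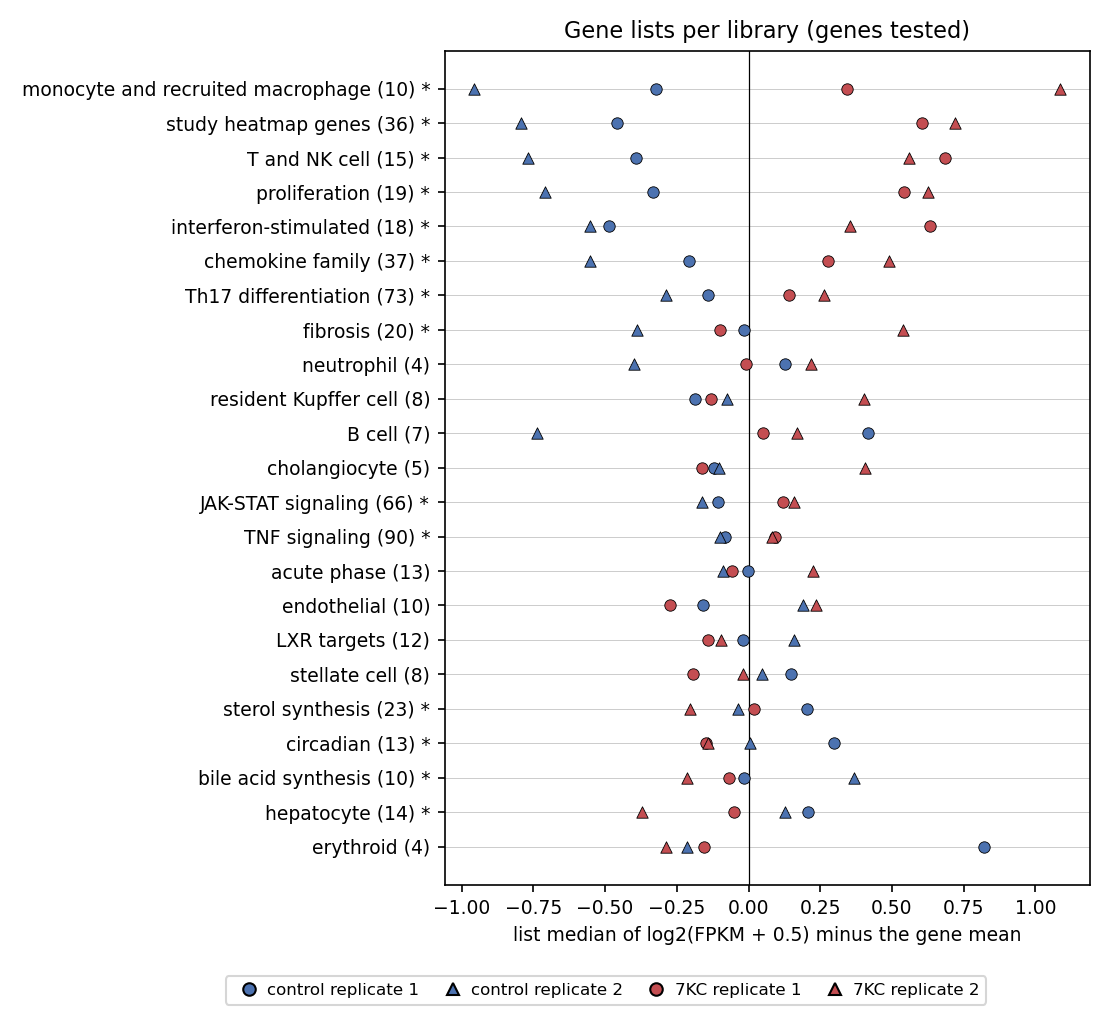
For each list (number of tested genes in parentheses), the horizontal axis is the median over its genes of log2(FPKM + 0.5) minus the gene's mean over the 4 libraries, with 1 symbol per library and a star at a camera adjusted p under 0.05. Control and 7KC libraries lie apart for the heatmap, T and NK cell, proliferation and interferon-stimulated lists, while in fibrosis 7KC replicate 1 lies between the control libraries.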

Values the study reported

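By quantitative PCR of the liver on Day 0, the study gave Tnfa expression in the 7KC group as approximately 3-fold that of the control group. It stated serum TNF-α of 83.1 ± 13.1 pg/mL in the control group and 108.5 ± 9.8 pg/mL in the 7KC group, and serum 7KC of 15.5 ± 4.1 and 35.8 ± 9.2 ng/µL. In the liver, the tissue sequenced here, it found no significant difference in 7KC between the groups.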

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

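Counts of genes past the threshold depended strongly on the processing, whereas the directions of the named genes changed under none of the alternatives that gave them a value (the crossed block gave counts only). Against 59 genes higher and 3 lower, a pseudocount of 1 FPKM gave 111 higher. Without a filter 0 were higher and 1 lower (16858 genes tested, 2634 with an unadjusted p under 0.05). Without a trend in the prior variance 39 were higher and 1 lower. The unmoderated linear model gave 0 and 0 calls (1356 with an unadjusted p under 0.05), for which 2 residual degrees of freedom per gene are too few. Scaling by the median ratio gave 94 higher, and rescaling to the same sum (TPM) gave 402 higher and 7 lower, with the median of all genes moved from -0.03 to 0.17. All 62 genes of the original count were among the calls under both of these scalings. Leaving out genes shorter than 300 bases, an alternative chosen after seeing the data, gave 141 higher. It took out 33 genes, Mir6376 among them, before the variances were shared. Nothing else differed from the main fit, so the removal produced the larger count. Which of the 33 genes did so, and by what route, was not tested, nor was the route of the other changes.

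Replicate numbers did not pair the samples: with only 2 pairs, the deviations of same-numbered libraries from their group means had a correlation of -0.14. With the replicate block 0 genes were higher and 0 lower (1851 had an unadjusted p under 0.05), and among the list results the block changed bile acid synthesis, which no longer passed (adjusted p 0.0526). A crossed replicate block, added after seeing the data, gave 551 higher and 37 lower.

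Genes at least 2-fold changed without overlap numbered 502 higher and 26 lower. A mean of at least 5 FPKM, which tests fewer genes, gave 236 and 16, and rescaling to the same sum 869 and 17. With a pseudocount of 0.1 FPKM, which shrinks low genes less, 51 were lower. Across the settings that each left out one library, from 365 to 754 genes were higher and from 40 to 100 lower.

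Tnf, Tgfb1, Il1b and Abcg1 stayed higher and short of the threshold under every alternative that gave them a p-value. Tnf does not reach a mean of at least 5 FPKM and was not tested there. When single libraries were left out their log2 changes ranged from 1.02 to 2.01, 0.71 to 1.24, 0.76 to 1.26 and 0.48 to 0.93. Il6 entered a test in no setting but the one without a filter.

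Camera results of the heatmap and pathway lists passed under each pseudocount, filter and scaling tried, with the replicate block and without short genes (the crossed block was not run on lists), and failed with an estimated correlation or, but for JAK-STAT signaling, with fry. Under an estimated correlation the heatmap list (median 1.35), TNF signaling (0.21), JAK-STAT signaling (0.25) and Th17 differentiation (0.47) each had an adjusted p of 0.386 and the chemokine family (0.69) 0.422. Under fry the adjusted p was 0.0886 for the heatmap, TNF and Th17 lists (medians 1.35, 0.21 and 0.47) and 0.174 for the chemokine family (0.69). With either test the extra lists past the threshold numbered 0 higher and 0 lower, against 5 and 4. A mean of at least 5 FPKM gave 5 higher lists and 1 lower, quantile normalization 6 and 2, and rescaling to the same sum 4 and 6. Correlation estimated from 2 residual degrees of freedom is itself imprecise. The list medians also moved with the filter. At a mean of at least 5 FPKM those of Th17 differentiation and TNF signaling were lower, at 0.18 and 0.12. Those of the heatmap list, the chemokine family and JAK-STAT signaling were 1.38, 1.04 and 0.26 there. Without single libraries the medians ranged from 1.15 to 1.48 for the heatmap list, 0.47 to 0.94 for the chemokine family, 0.17 to 0.23 for TNF signaling and 0.22 to 0.31 for JAK-STAT signaling, and from 0.40 to 0.51 for Th17 differentiation.

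Some list medians changed sign. Endothelial genes went from -0.04 to 0.0020 with a mean of at least 5 FPKM. Rescaling to the same sum took them to 0.16 and LXR targets from -0.16 to 0.039, but it moved all genes with them: against the median of all genes at 0.17 both still lay lower, and LXR targets passed as lower (camera adjusted p 0.0221, over the alternatives 0.0221 to 0.629). Across the settings without one library, endothelial genes ranged from -0.29 to 0.24, B cells from -0.26 to 0.91 and cholangiocytes from -0.10 to 0.57. Of 328 other values from named genes and extra lists, 266 kept their direction and side of the threshold, 51 no longer passed, 8 newly passed and 3 reversed. Depth limits the low genes most: at 0.5 FPKM a gene of median length had 11.3 reads in the shallowest library, 7KC replicate 1. In the simulated data no gene changed 2-fold was called, although Igfbp3 passed in the real data at a log2 change of -0.97. Further changes of about 2-fold at single genes cannot be excluded.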

Other observations

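The tests below were chosen after the results were seen. For transcript length and GC content, what the test would show under either outcome was written down before the correction was run. The genes named here beyond those of the report were chosen after their values were seen.

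Of the 3 splits of the 4 libraries into pairs, 1, the real one, gave as many genes past the threshold. The other splits gave 0 and 2 genes, with 167 and 203 at an unadjusted p under 0.05. With 3 splits the share cannot fall under 0.333, so this comparison of splits cannot decide between chance and the diet.

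The interferon-stimulated list was higher in both 7KC libraries, with a spread between replicates of 0.14. Correcting each library for transcript length and GC content, an alternative added after seeing the data, left its median log2 change at 1.07. The correction shifted the log2 change of a gene by at most 0.112 (median absolute shift 0.030). The length and GC trends it found were thus too small to account for the rise. Among the libraries of near equal depth, without control replicate 1, the median log2 change of the list was 1.11. A scaling factor per library moves all genes alike, and the list lay 1.09 above the median of all genes. These values argue against length or GC bias, depth and scaling as the whole cause. A chance difference among 4 libraries and any unlabelled batch stay open, and an effect of 7KC on interferon-driven genes is a hypothesis consistent with what is left.

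Which interferon may be behind these genes was not settled. A set of 11 genes that answer mainly to interferon-gamma (Ciita, Igtp, Irgm1, Irgm2, Iigp1, Psmb8, Psmb9, Tap1, Cd74, Irf1 and Irf8) had a median log2 change of 1.41, and in all 11 both 7KC libraries lay above both control libraries. Some of these genes had been seen to rise before the set was written and several also answer to other interferons, so the value cannot decide. Ifng itself was at 0.408 and 0.362 FPKM in the control libraries and at 2.99 and 1.38 FPKM in the 7KC libraries (log2 change 1.53, limma adjusted p 0.104). Ifnb1 was listed at 0 in all 4 libraries.

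The T and NK cell and the macrophage lists could rise because hepatocytes made up a smaller share of the RNA, since the hepatocyte list fell by 0.51, or by 0.17 under quantile normalization, where it did not pass (camera adjusted p 0.209, over the alternatives 7.87e-07 to 0.55). A lower hepatocyte share would raise all other cell types alike. The T and NK cell list rose by 1.24 more than the endothelial list (spread between replicates 0.48) and the monocyte and recruited macrophage list by 1.39 more (spread 0.50). Against stellate cells the differences were 1.41 and 1.56. With any single library left out the rises above the endothelial list were at least 0.875 and 0.898. This argues against a lower hepatocyte share as the whole cause. More T, NK and macrophage cells, or higher expression within them, stay open. For macrophages, the liver staining of the study showed greater infiltration, as more macrophages would need. That staining does not exclude higher expression within macrophages, and it did not cover T and NK cells. The most abundant members were Nkg7, at 6.09 and 4.56 FPKM in the control and 15 and 13 FPKM in the 7KC libraries, and Cd68, at 36.4 and 26.9 and at 56.5 and 96.9 FPKM. Of the 16 T and NK cell genes, 12 had at least 0.5 FPKM in both control libraries, 5 are in another list and 3 are among the study's heatmap genes. Of the 10 macrophage genes, 10 had at least 0.5 FPKM in both control libraries and 1 is in another list.

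Lymphoid tissue taken with the liver could also raise T-cell genes, and would bring B cells. The T and NK cell list rose by 0.93 more than the B cell list (spread 0.41), and by 0.546 to 1.32 more with any single library left out. This argues against lymphoid tissue as the whole cause. The evidence is thinner than for the endothelial list, since only 7 B cell genes were tested, and Cd79a, for example, was at 3.43 and 1.10 FPKM in the control and 2.99 and 2.58 FPKM in the 7KC libraries. A part from lymphoid tissue stays open.

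The rise of the Th17 differentiation list was uneven. Its 23 tested members of the T-cell receptor, class II and Th1 or interferon groups had a median log2 change of 1.39, and the 50 remaining members 0.10. The division was drawn after the data were seen, so it cannot decide whether Th17 programmes as such may have risen. Il17f and Il22 were listed at 0 in all libraries and Il17a at 0.0751 FPKM in control replicate 2 and at 0 in the others. At an estimated 1.0 read at most in any library for these cytokines, too low a depth and no induction cannot be told apart.

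Abcg1 may have risen through LXR or through more macrophages, which express it. The 11 other LXR targets had a median log2 change of -0.17, and 9 of them fell, which gives no sign of LXR activation across the liver. Hepatocyte genes fell further on the deposited scale (-0.51 against -0.16 for the whole LXR list) and about as far under quantile normalization (-0.17 against -0.15), so activation within a smaller hepatocyte signal stays open. The macrophage gene Cd68 rose by 1.23 (limma adjusted p 0.128), as a larger macrophage share would need, but a whole-tissue value cannot assign Abcg1 to a cell type.

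Mir6376 had the smallest adjusted p of all tested genes (0.00101) and is likely few reads on a short gene. The ratio of its values in control replicates 1 and 2 was 0.806, the inverse of the ratio of the library depths, and the product of both ratios was 1.0, as equal small numbers of reads give.

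The 7KC replicates differed from each other. Trem2 was at 4.75 and 3.02 FPKM in the control libraries and at 4.63 and 16.3 FPKM in 7KC replicates 1 and 2, and Gpnmb at 9.37 and 3.67 and at 8.40 and 34.3 FPKM. The macrophage list was 0.74 higher in 7KC replicate 2 than in replicate 1, and the interferon-stimulated list 0.28 lower. No biological explanation was tested for this difference.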
